# Translational study of the whole transcriptome in rats and genetic polymorphisms in humans identifies *LRP1B* and *VPS13A* as key genes involved in tolerance to cocaine-induced motor disturbances

**DOI:** 10.1038/s41398-020-01050-7

**Published:** 2020-11-06

**Authors:** Florence Vorspan, Romain Icick, Nawel Mekdad, Cindie Courtin, Vanessa Bloch, Frank Bellivier, Jean-Louis Laplanche, Nathalie Prince, Dmitry Pishalin, Cyril Firmo, Corinne Blugeon, Bruno Mégarbane, Cynthia Marie-Claire, Nadia Benturquia

**Keywords:** Clinical genetics, Addiction

## Abstract

Motor disturbances strongly increase the burden of cocaine use disorder (CUDs). The objective of our translational study was to identify the genes and biological pathways underlying the tolerance to cocaine-induced motor effects. In a 5-day protocol measuring motor tolerance to cocaine in rats (*N* = 40), modeling the motor response to cocaine in patients, whole-genome RNA sequencing was conducted on the ventral and dorsal striatum to prioritize a genetic association study in 225 patients with severe CUD who underwent thorough phenotypic (cocaine-induced hyperlocomotion, CIH; and cocaine-induced stereotypies, CIS) and genotypic [571,000 polymorphisms (SNPs)] characterization. We provide a comprehensive description of the rat striatal transcriptomic response to cocaine in our paradigm. Repeated vs. acute cocaine binge administration elicited 27 differentially expressed genes in the ventral striatum and two in the dorsal striatum. One gene, *Lrp1b*, was differentially expressed in both regions. In patients, *LRP1B* was significantly associated with both CIS and CIH. CIH was also associated with *VPS13A*, a gene involved in a severe neurological disorder characterized by hyperkinetic movements. The *LRP1B* minor allele rs7568970 had a significant protective effect against CIS (558 SNPs, Bonferroni-corrected *p* = 0.02) that resisted adjustment for confounding factors, including the amount of cocaine use (adjusted beta = −0.965 and −2.35 for heterozygotes and homozygotes, respectively, *p* < 0.01). Using hypothesis-free prioritization of candidate genes along with thorough methodology in both the preclinical and human analysis pipelines, we provide reliable evidence that *LRP1B* and *VPS13A* are involved in the motor tolerance to cocaine in CUD patients, in line with their known pathophysiology.

## Introduction

Cocaine use disorder (CUD) is a severe condition associated with both mortality^1^ and morbidity^2,3^. Furthermore, this disorder places a large burden on individuals, families and society^4^. Most studies that have attempted to identify therapeutic strategies for CUD have shown limited effectiveness, whether they used pharmacological^5^ or psychosocial^6^ interventions. One of the most burdensome features of CUD is motor disturbances, which are likely involved in the legal consequences of the disorder^7^. Agitation is indeed the second most frequent motive for patients’ referral to the emergency department, after anxiety but before chest pain^8^. Symptoms of motor disturbances are usually considered to represent the transient acute dopaminergic effect of the drug on central motor structures, especially the striatum, as well as the prefrontal cortex. The striatum is thus expected to play a key role in the tolerance to cocaine-induced motor effects. This structure is located in the basal ganglia and is divided into dorsal and ventral regions. The dorsal striatum regulates movement and cognition^9,10^, whereas the ventral striatum modulates reward and emotion^11–13^. In rodent models, a shift from ventral to dorsal activation during reward processes has been described as a key mechanism in tolerance to the rewarding effects of chronic substance use, from goal-directed behavior to compulsive drug use^14,15^.

Cocaine-induced transient motor symptoms mostly consist of either agitated/aggressive behavior or repetitive, purposeless, stereotyped movements (cocaine-induced stereotypies, CIS). Using the definition from a validated rating questionnaire (Scale for Assessment of Positive Symptoms—Cocaine-Induced Psychosis, SAPS-CIP)^16^ in two independent clinical samples, the prevalence of agitation was found to be 41–45% and that of CIS was 58–74%^17,18^. Thus, a substantial number of patients may be tolerant to these symptoms despite chronic cocaine use, suggesting the existence of genetic susceptibility. The acquisition of this form of tolerance may not occur at the same time as the acquisition of the Diagnostic and Statistical Manual (DSM) criterion of tolerance, which mostly applies to the rewarding effects of the drug, as was evidenced in a longitudinal study of heavy cocaine users^19^. Motor tolerance is far less studied than is CUD. Large-scale GWAS of cocaine-induced agitation and CIS are thus warranted; however, such studies would require in-depth phenotyping and would need to take into account dose-effect relationships, which is rarely possible in large GWAS-size samples. Preclinical models can overcome these limitations by strictly controlling for cocaine exposure and prioritizing candidate genes/pathways to be tested in humans.

In rodents, binge rather than intermittent cocaine administration is associated with motor tolerance, as measured by locomotor activity^20–22^ or stereotypies^23^, providing preliminary insights into the pathophysiology of these motor phenomena. To further identify genes and biological pathways that underlie motor tolerance to cocaine, we chose to perform a translational study. Whole-transcriptome analysis focusing on the two previously described crucial striatal rat brain regions was conducted to identify the genes associated with the acquisition of motor tolerance in a specific preclinical behavioral paradigm. Differentially expressed genes (DEGs) were further tested for their association with a quantitative measurement of hyperlocomotion and stereotypies, the corresponding motor phenotypes, in patients with severe CUD.

## Materials and methods

An overview of the current study design is provided in Supplementary Fig. 1.

See the Supplementary methods file for details.

### Preclinical study

#### Animals

Male Sprague-Dawley rats (Charles-River, France), weighing 250–300 g at the start of the experiment were housed in an environment maintained at 20 ± 1 °C with controlled humidity and on a 12/12-h light/dark cycle (light at 8 a.m.). Food and water were provided ad libitum. Animals were acclimated to the animal housing facility for 1 week and were handled daily. Animals were treated in accordance with the European Communities Council Directive (86/609/EEC), French law, and standard ethical guidelines under the control of the institutional ethical committee of Paris Descartes University (N° CEEA34. NB.127.12). The number of animals used and their suffering were minimized in all experiments.

#### Chemicals

Cocaine hydrochloride (Francopia, Anthony, France) was dissolved in sterile saline solution (0.9% (w/v) NaCl). Rats received 20 mg/kg cocaine in 1 ml/kg of body weight by intraperitoneal (i.p.) route.

#### Motor behavior

Locomotor activity and stereotypies were measured on the lighting cycle as previously described^24^. Rat locomotor activity was measured in an open field (OPF) consisting of an enclosed white Plexiglas chamber open at the top, divided into four equal-sized areas (50 × 50 × 35 cm), and maintained under low illumination (10 lux). Twenty-four hours prior to the experiment, rats received one habituation session for 10 min. At the experiment time, the first administration was preceded by habituation to OPF lasting 30 min. Immediately after each treatment administration (three times a day, 1 h apart at 10:00, 11:00 a.m. and 12:00 p.m. for the repeated cocaine profile), according to the study design (Fig. 1a), one rat was placed in each area and recorded during 1 h according to the study design. The chamber was fitted with an infrared floor connected to a miniature overhead infrared video-camera and a PC that used automated video-tracking software (ViewPoint, VideoTrack, Lyon, France) to determine rat horizontal locomotor activity (traveled distance in cm). Stereotypies (number and time) were recorded using an ethological keyboard: stereotyped head weaving (repetitive turning of the head from side to side), stereotyped circular head movements, stereotyped licking (repeatedly licking objects other than oneself such as the Plexiglas chamber), other stereotyped compulsive movements (any repetitive movement that does not fall under other categories of stereotyped behavior).

**Fig. 1:**
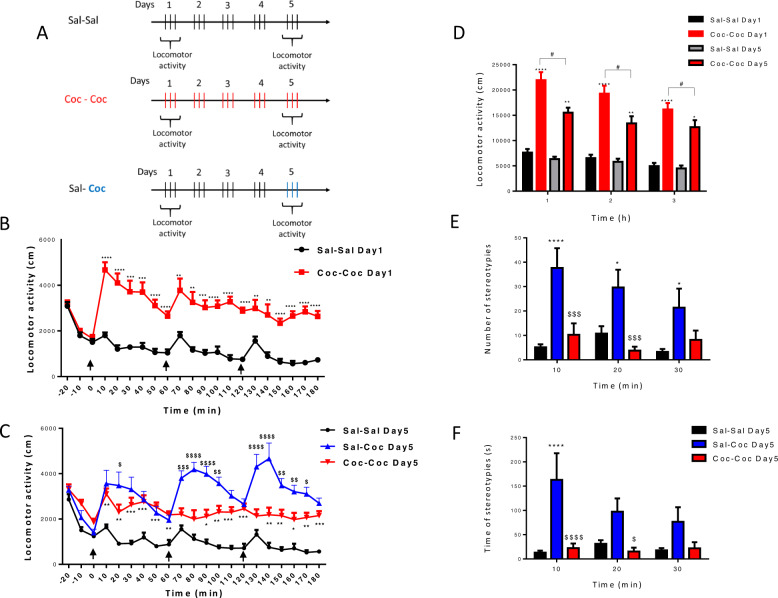
Preclinical study. **a** Study design of cocaine binge administration. Rats were randomly divided into three groups (saline–saline, cocaine–cocaine, and saline–cocaine). Rats received 20 mg/ kg cocaine hydrochloride (red and blue bars) or saline (black bars) i.p. three times a day at 10:00, 11:00 a.m., and 12:00 p.m. for five successive days. Locomotor activity expressed as the total distance traveled during 3 h every 10 min on Day 1 (**b**) on Day 5 (**c**), the time of cocaine or saline administration is indicated by black arrows. Locomotor activity expressed as the total distance traveled during 3 h every hour on Day 1 and on Day 5 (**d**). Number of stereotypies (**e**) and time of stereotypies (**f**) every 10 min during 30 min after the last administration on Day 5. Values are expressed as mean ± SEM (*n* = 8–12 for each group). Comparisons were performed using two-way repeated measures followed by post-tests with Bonferroni correction. Cocaine–Cocaine Day 1 versus Saline–Saline Day 1; Cocaine–Cocaine Day 5 versus Saline–Saline Day 5: *p < 0.05, ***p < 0.001, and ****p < 0.0001; Cocaine–Cocaine Day 1 versus Cocaine–Cocaine Day 5: ^#^*p* < 0.05, ^###^*p* < 0.001 and Cocaine–Cocaine Day 5 versus Saline–Cocaine Day 5: ^$^*p* < 0.05, ^$$$^*p* < 0.001, ^$$$$^*p* < 0.0001.

#### RNA extraction and library preparation

Quantification of total RNA was performed using a NanoDrop™ One spectrophotometer (Nanodrop Technologies Inc., Wilmington, DE, USA). Rats were sacrificed 24 h after the last cocaine injection. Total RNA was extracted, from 3 pools of nucleus accumbens or caudate putamen of 2 rats, with an RNeasy Qiagen mini kit according to the lipid tissue protocol of the manufacturer (France). Messenger RNAs, from 3 pools of 2 dorsal or ventral striatum from saline–saline (Sal–Sal) Day 5, saline–cocaine (Sal–Coc) Day 5 or cocaine–cocaine (Coc–Coc) Day 5-treated rats, were purified from 500 ng of total RNA using oligo(dT). Samples were randomized and strand-specific RNA-seq libraries were prepared with a TruSeq Stranded mRNA kit (Illumina, USA). Next, 75 bp single read sequencing was performed on a NextSeq 500 instrument (Illumina, USA). A mean of 53 ± 4 million reads passing the Illumina quality filter was obtained for each of the samples.

### Data analysis

#### Behavioral study

Analysis of locomotor activity was performed with Student’s *t-*tests or two-way analysis of variance (ANOVA) followed by appropriate post hoc tests for multiple comparisons with Bonferroni correction using GraphPad Prism version 7.00 (GraphPad Software, USA).

#### RNA-Seq study

Before mapping, poly-N read tails were trimmed, reads ≤40 bases were removed, and reads with a quality mean ≤30 were discarded. Alignments from reads mapping more than once to the reference genome were removed using the Java version of SAM tools (6). Statistical treatments and differential expression analyses were performed using DESeq 1.8.3^25^. Analyses were performed using the Eoulsan pipeline^26^. The *Rattus norvegicus* reference genome from Ensembl version 84 was used for both read alignment (STAR version 2.4.0k^27^) and gene expression analysis (GFF3 genome annotation). The raw data are available on the GEO repository (www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE134154 and GSE134107. Pathway enrichment analyses were performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) with the WEB-based GEne SeT AnaLysis Toolkit, WebGestalt (http://www.webgestalt.org/)^28^. The significance threshold was set at 0.05 using false discovery rate (FDR) correction.

### Clinical study

#### Sample selection and clinical assessment

Patients > 18 years of age seeking treatment for any substance use disorders (SUD) were consecutively recruited according to a multicenter protocol aimed at characterizing the phenotypic and genotypic architecture of severe CUDs^29^ (clinical trial number NCT01569347). All included participants provided written informed consent for both the clinical and genetic assessments. Study protocols and analyses were approved by ad hoc ethics boards (CPP Ile-de-France IV and INSERM institutional review board IRB00003888). All clinical data were obtained through a single, face-to-face, semi-structured interview^30^ with a trained M.D. or psychologist, thus collecting patients’ self-reported clinical history. As part of the extensive phenotypic characterization, we used two 5-point clinician-rated subscales of the SAPS-CIP: the agitation subscale for CIH and the compulsive movement subscale for CIS, which were translated and back-translated to obtain French versions^31^. To ensure that only patients with chronic cocaine use who had enough cocaine exposure or develop a tolerance to the rewarding effect would be included, CIH and CIS were evaluated in only those participants who met the DSM-IV tolerance criterion.

#### DNA sampling

DNA was extracted from whole blood collected from participants using a Maxwell 16 PROMEGA extractor (Promega, France). Participants were genotyped using the Infinium PsychChip array (Illumina, USA) processed in two stages (2015 and 2017) by Integragen SA (France).

### Genetic analyses: single nucleotide polymorphisms

*PLINK* software^28^ was first used to merge the two raw genotype files generated by the two waves of genotyping, based on biallelic markers, yielding a starting pool of 566,932 markers. Then, *PLINK* was used for quality control (QC), based on a consensus procedure for ancestry, relatedness, and genetic discrepancies^32^. The final study sample thus comprised 337 individuals with a mean 99.831% genotyping rate across 260,853 markers. The main procedure in the preclinical study elicited 28 genes for the candidate association study (two, *Zfp871* and the unidentified LOC100912852, are absent from the human genome). All 26 were available for gene-based tests. QC and minor allele frequency filters left 558 SNPs from 24 genes for SNP-based tests (among 1510 markers from 26 genes, one of which had only SNPs with minor allele frequencies <5% and one of which was on chromosome X), yielding a *P*-value threshold for 558 tests in two phenotypes of 0.0000448.

### Genetic analyses: copy number variants

We followed the pipeline used in a recent study^33^, starting from the Illumina® final report file generated by *GenomeStudio v.2*, which involved two detection programs, *PennCNV*^34^ and *QuantiSNP*^35^, optimized in a combined algorithm that allows for a thorough quality check. Both programs are based on the hidden Markov chain model but show different sensitivities and specificities.

### Data analysis

#### Phenotyping

Continuous variables were described by means (standard deviation, SD) or medians (interquartile range, IQR) depending on their distribution, and qualitative variables are described by absolute counts and frequencies. Nonparametric tests were used to identify the clinical and sociodemographic factors associated with CIH and CIS and were further incorporated into the ordinal regression model.

#### Genetics

The candidate genes identified in the preclinical study were searched for copy number variants (CNVs) through the genome-wide list constructed by the detection pipeline in the clinical sample. The identified CNVs were further tested for associations with CIH and CIS severity based on their frequency, size, or type (duplication vs. deletion) in a subsample of Caucasian ancestry. Gene-based (adaptive permutation followed by Bonferroni correction) and SNP-based (Bonferroni correction) analyses were performed using PLINK ad hoc functions, with α = 0.05 after correction as a significance threshold. Genetic associations were further tested by ordinal regression with CIH and CIS scores as dependent variables in *R* through the ‘ordinal’ package, which allowed for adjustment on potential confounders.

In silico functional analyses were performed online using the Functional Mapping and Annotation of Genome-Wide Association Studies (FUMA) platform^36^ and the 3D Genome Browser^37^ to identify topologically-associated domains^38^. In case more than two genes were associated with a given phenotype, the Kyoto Encyclopedia of Genes and Genomes (KEGG), PANTHER and Biological General Repository for Interaction Dataset (BioGRID) database were searched for enriched pathways and all disease/phenotype-based repositories for enriched gene sets using the WEB-based GEne SeT AnaLysis Toolkit, WebGestalt (http://www.webgestalt.org/)^28^. The STRING database (Protein–Protein Interaction Networks Functional Enrichment Analysis, https://string-db.org/)^32^ was also searched for gene × gene and protein × protein interactions. The significance threshold was set at 0.05 using false discovery rate (FDR) correction.

## Results

### Preclinical behavioral study

#### Locomotor activity

Acute cocaine-induced hyperlocomotion in comparison to the control on Day 1 (Fig. 1b). A two-way ANOVA showed significant treatment × time interaction (F(18,324) = 2.863, *p* < 0.0001), with significant time (F(18,324) = 7.103, *p* < 0.0001) and treatment effects (F(1,18) = 60.06, *p* < 0.0001). Post hoc analyses showed significant increase in locomotion in the Coc–Coc Day 1 group compared with Sal–Sal Day 1 lasting at least 1 h after each 3 cocaine administration. On Day 5 (Fig. 1c), a two-way ANOVA repeated measures on locomotor activity every 10 min showed significant treatment × time interaction (F(36,486) = 4.662, *p* < 0.0001), with significant time (F(18,486) = 5.820, *p* < 0.0001) and treatment effects (F(2,27) = 32.580, *p* < 0.0001). Bonferroni’s post hoc analyses showed significant increase in locomotion in the Coc–Coc Day 5-treated rats compared with Sal–Coc Day 5 group. On Day 5 vs. Day 1 (Fig. 1d), a two-way repeated-measure ANOVA on cumulative locomotor activity every hour showed a significant treatment × time interaction (F_(10,112)_ = 2.409, *p* = 0.0124) with significant time (F_(2,112)_ = 4.072, *p* = 0.0196) and treatment effects (F_(5,56)_ = 32.480, *p* < 0.0001). Bonferroni’s post hoc analyses showed a significant decrease in locomotion (tolerance) in the Coc–Coc-treated rats on Day 5 compared with day 1 at each hour (*p* < 0.05 for each hour).

#### Stereotypies

On Day 5, after the last administration, a two-way repeated measures ANOVA every 10 min for 30 min showed a treatment effect on the number of stereotypies (F_(2,25)_ = 11.510, *p* = 0.0003) (Fig. 1c) and an interaction of time × treatment on the time of stereotypies (F_(4,50)_ = 3.694, *p* = 0.0104) and treatment effect (F_(2.25)_ = 8.343, *p* = 0.0017) (Fig. 1d). Bonferroni’s post hoc analyses showed significant tolerance for the number and time of stereotypies during the 20 min after the last cocaine administration.

### RNA-seq analysis of differentially expressed genes in the striatum

#### Ventral striatum

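The ventral striatum libraries came from 3 groups of rats that received 3 injections per day for 5 days. Sal–Sal rats received saline only, Sal–Coc rats received saline until the last day and cocaine (20 mg/kg per injection) on that day, and Coc–Coc rats received cocaine throughout. According to the paper, each group was represented by 3 pools of 2 rats, and the nucleus accumbens was taken 24 h after the last injection. For the Sal–Coc rats the paper gives 12 saline and 3 cocaine injections, whereas the sample labels give 13 saline and 3 cocaine injections. The labels also name 1 rat as the source of each library, whereas the paper gives pools of 2 rats. The phenotype label reads vulnerable rat for Coc–Coc, whose description reads tolerant rat, and saline rat for Sal–Coc. Samples were assigned to groups by title, description and treatment. The authors deposited 4 technical replicates of each pool, 36 count tables in all, which hold the number of reads counted on each of 31546 Ensembl genes without normalization. The paper gives a mean of 53 ± 4 M reads passing the quality filter for each of the samples, and the mean total counted on genes, which the values use, was 39.3 M per pool. The totals were 37035199, 39860715 and 42449841 counts in the Sal–Sal pools, 39480647, 36983402 and 36372166 in the Sal–Coc pools and 37787122, 42417099 and 41759556 in the Coc–Coc pools. The 4 technical replicates of a pool differed by little more than the sampling noise, with a chi-square per degree of freedom between 1.0037 and 1.0225 over genes with at least 40 counts. Between pools of the same group the corresponding value was 33.1 in Coc–Coc, 51.2 in Sal–Sal and 52.0 in Sal–Coc. The technical replicates were therefore summed and each pool was counted as 1 sample (n = 3 per group).
The tables list genes by Ensembl identifier and do not pair the identifiers with symbols. The symbols used for the ventral striatum were joined by value. For each row of Supplementary Table 3, the identifier was sought whose ratio of group means of normalized counts equalled the published fold change to 6 digits. An identifier was found for all 1386, 733 and 27 published ventral rows, and exactly 1 identifier for 1348, 696 and 27 of them. Published fold changes shifted by 0.1% or 1% found an identifier in at most 3.7% of cases. Of the 605 symbols present in more than 1 ventral list, 603 led to the same identifier in each list. A symbol was used only where it led to 1 identifier, which held for 1506 of 1539 symbols. The fold changes of joined genes equal the paper's by construction, whereas the spread between pools and the tests were computed from the counts. The join was decided on after the counts had been seen. Differential expression was tested with edgeR's quasi-likelihood test over all 9 pools with TMM normalization and Benjamini-Hochberg adjustment, on the 15641 genes that edgeR's filterByExpr kept. At least 1 count in any of the 9 pools was found for 22670 genes, and at least 1 count in every pool for 16866 genes. Expression is given in CPM, counts scaled by the library size and the TMM factor of each pool. Standard errors of log2 fold changes were back-calculated as the absolute log2 fold change divided by the square root of the test's F statistic.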

A total of 22,670 genes were detected. When comparing the Coc–Coc and Sal–Coc vs. Sal–Sal conditions, we identified 733 and 1386 DEGs, respectively, thus evidencing a broad transcriptomic response to cocaine administration in the ventral striatum (Fig. 2). 

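In the Sal–Coc vs. Sal–Sal comparison, 2572 of 15641 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 1655 were upregulated and 917 downregulated. In the Coc–Coc vs. Sal–Sal comparison there were 1702 such DEGs, of which 1115 were upregulated and 587 downregulated. Of the published DEGs that were joined to an identifier, 1332 of 1361 were among the former and 684 of 722 among the latter. The 3 pools of each group did not overlap for 5644 genes (36.1%) in Sal–Coc vs. Sal–Sal and for 5746 genes (36.7%) in Coc–Coc vs. Sal–Sal. Chance gives 10% on average over the splits of 3 pools against 3. Genes vary together, so a single split can lie far from this average, and the share was not computed for other splits. The largest changes among DEGs with a mean of at least 1 CPM and non-overlapping pools were decreases in Sal–Coc vs. Sal–Sal. Tmem158 was at 6.60 ± 3.07 CPM (SD, n = 3 pools) in Sal–Coc and 41.5 ± 12.0 in Sal–Sal, a log2 fold change of -2.66 (standard error 0.47, adjusted p = 0.00745 from edgeR's test). Marcksl1 had a log2 fold change of -2.59 and Ccdc85c of -2.47. Both had low expression, at 0.77 and 0.71 CPM in Sal–Coc and 4.67 and 3.96 CPM in Sal–Sal. Tmem158 was also lower in Coc–Coc vs. Sal–Sal, with a log2 fold change of -2.26 (adjusted p = 0.0214 from edgeR's test). The gene ENSRNOG00000058105 (log2 fold change 2.15) and Hba-a2 (log2 fold change 2.11) were higher. Both had low expression, at 2.96 and 2.69 CPM in Coc–Coc and 0.67 and 0.63 CPM in Sal–Sal. The changes of Tmem158, ENSRNOG00000058105 and Hba-a2 in Coc–Coc vs. Sal–Sal were less stable. With each of the 9 pools left out in turn they stayed past the threshold in 6, 3 and 4 of the 9 fits, respectively. Hba-a2 is a hemoglobin alpha gene with near-identical copies, so its count is uncertain. Treating the 36 technical replicates, which are not independent, as separate samples raised the numbers to 8353 and 7968 DEGs. Leaving out Coc–Coc pool 3 lowered the number in Coc–Coc vs. Sal–Sal to 0, with 3533 genes at an unadjusted p-value under 0.05. From the numbers of DEGs, the paper concludes that the ventral striatum shows a broad transcriptomic response to cocaine.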

The 1386 DEG in the Sal–Coc vs. Sal–Sal condition belonged to 33 significantly enriched pathways (the top 20 are presented in Supplementary Table 1). 

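The top 20 pathways of Supplementary Table 1 for Sal–Coc vs. Sal–Sal list 107 different genes, of which 106 were joined to an identifier. All 106 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 55 were upregulated and 51 downregulated. All 21 genes listed for the ribosome pathway were downregulated, with log2 fold changes between -0.71 and -0.42. All 7 genes listed for ABC transporters were upregulated, between 0.58 and 2.10 on the log2 scale. The calcium signaling pathway listed 10 upregulated and 5 downregulated genes. The genes of these lists were selected by the paper's own calls on the same libraries, and the enrichment itself was not repeated.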

The 733 DEG in the Coc–Coc vs. Sal–Sal condition belonged to four significantly enriched pathways (Supplementary Table 1). 

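For Coc–Coc vs. Sal–Sal, Supplementary Table 1 lists 7 pathways with 32 different genes, all joined to an identifier. Of these, 30 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 30 were upregulated and 2 downregulated. The 6 genes listed for ABC transporters were all upregulated, with log2 fold changes between 0.56 and 1.58, and 5 of them were past the threshold. No ribosome pathway was listed for this comparison. The 34 ribosomal protein genes published as DEGs of Sal–Coc vs. Sal–Sal had a median log2 fold change of -0.29 in Coc–Coc vs. Sal–Sal and of -0.48 in Sal–Coc vs. Sal–Sal, and in the former 1 of the 34 was past the threshold and 24 had an unadjusted p-value under 0.05. In the direct test of Coc–Coc against Sal–Coc their median was 0.21, with 0 past the threshold and 4 at an unadjusted p-value under 0.05. These 34 genes were selected by the paper's calls on the same libraries, and both other comparisons share pools with Sal–Coc vs. Sal–Sal, so the selection also favours these directions.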

Twenty-seven (27) DEGs were identified in the Coc–Coc vs. Sal–Coc comparison, as presented in Supplementary Table 2. 

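In the Coc–Coc vs. Sal–Coc comparison, 0 of 15641 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1453 had an unadjusted p-value under 0.05. The smallest adjusted p-value was 0.0639. The number of DEGs depended on the test, and DESeq2 with default settings gave 155, whereas limma-voom gave 0. In simulated data, DESeq2's default settings made 56 false calls beside 189 true ones, and edgeR's test 11 beside 184. With the larger of the fitted and gene-wise dispersions, DESeq2 gave 33. All 27 genes of the ventral part of Supplementary Table 2 were joined to an identifier, and 19 were higher and 8 lower in Coc–Coc, with log2 fold changes between -1.19 and 1.47. Their adjusted p-values ranged from 0.0639 to 0.348 over all genes tested. All 27 had an unadjusted p-value under 0.05 and non-overlapping pools. All 27 also passed when the adjustment was made over the list alone, which shows no stability because the list was drawn from the same libraries. Dgkh was at 43.6 ± 7.72 CPM (SD, n = 3 pools) in Coc–Coc and 16.2 ± 3.65 in Sal–Coc, a log2 fold change of 1.43 (standard error 0.16, adjusted p = 0.0639 from edgeR's test). Rfx3 had a log2 fold change of 0.87 with the same adjusted p-value. Nefm and Nts were lower in Coc–Coc, with log2 fold changes of -0.72 and -0.70. Across all genes, the pools of both groups did not overlap for 2688 genes (17.2%), where chance gives 10% on average over splits. A single split can lie far from this average, so the share alone does not show a group difference.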

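The identifier joined to Lrp1b, which encodes a low-density lipoprotein receptor-related protein, is ENSRNOG00000030243. Its counts were low, between 55 and 437 per pool. Expression was 9.91 ± 0.83 CPM (SD, n = 3 pools) in Sal–Sal, 2.17 ± 0.64 in Sal–Coc and 5.83 ± 1.59 in Coc–Coc. The log2 fold change was -2.19 (standard error 0.25, adjusted p = 0.00376 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in Sal–Coc vs. Sal–Sal. The log2 fold change of Coc–Coc vs. Sal–Sal was -0.76 (standard error 0.24), and the adjusted p of 0.0652 from edgeR's test was not under 0.05. That of Coc–Coc vs. Sal–Coc was 1.43 (standard error 0.25), and the adjusted p of 0.217 from edgeR's test was not under 0.05, although the unadjusted p from the edgeR model was 0.000217. No pool of any group overlapped with a pool of another group. A two-sided exact permutation test gave p = 0.1 for each comparison, the smallest p that 3 pools against 3 allow. With each of the 9 pools left out in turn, the log2 fold change stayed between -2.38 and -1.98, between -0.99 and -0.59 and between 1.20 and 1.62, respectively. The first comparison stayed under an adjusted p of 0.05 in all 9 of these fits and the others in 0. Both of the latter calls depended on the test. DESeq2 with default settings gave adjusted p-values of 0.0169 and 8.96e-05, respectively.

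**Figure D1:**
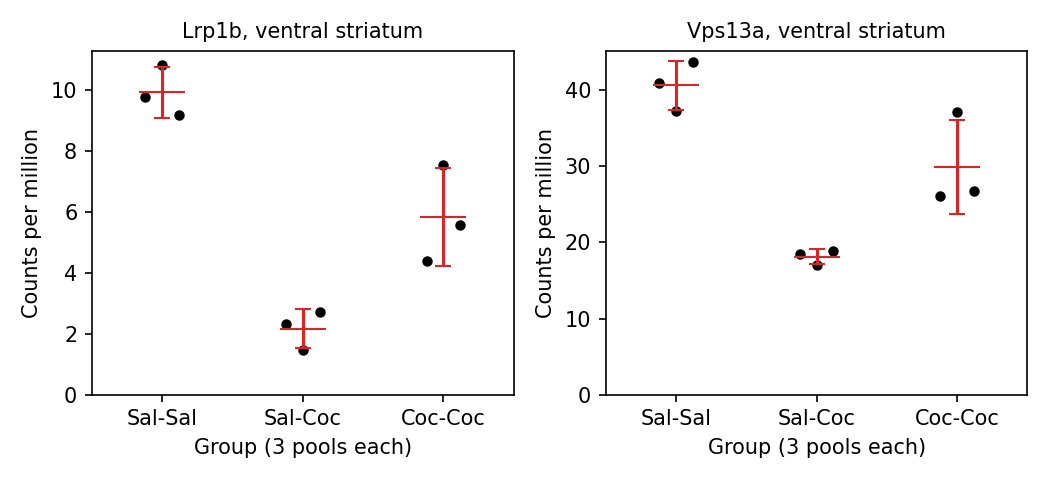
Expression of Lrp1b (left) and Vps13a (right) in CPM in the ventral striatum of Sal–Sal, Sal–Coc and Coc–Coc rats. Black points are pools, and red lines are the mean and SD of 3 pools. For Lrp1b, the Sal–Coc pools lie between 1.46 and 2.71, the Coc–Coc pools between 4.37 and 7.53 and the Sal–Sal pools between 9.17 and 10.8.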

As seen in Fig. 2, one gene, *Lrp1b*, was at the crossroads of cocaine-induced transcriptomic response in the ventral striatum regardless of administration condition: upregulated in the Coc–Coc vs. Sal–Coc condition (2.69-fold) and downregulated in both the Sal–Coc and Coc–Coc vs. Sal–Sal conditions (0.21- and 0.58-fold, respectively). 

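Supplementary Table 1 lists 9 different genes in 4 pathways for the Coc–Coc vs. Sal–Coc comparison. Of these, 5 were higher and 4 lower in Coc–Coc than in Sal–Coc. All 9 had an unadjusted p-value under 0.05 and 0 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The neuroactive ligand-receptor list had 2 genes higher and 3 lower. The pathways of MAPK signaling and cocaine addiction had 3 and 2 genes, all higher in Coc–Coc.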

The 27 DEG of the Coc–Coc vs. Sal–Coc condition belonged to four significantly enriched pathways: neuroactive ligand–receptor interaction, MAPK signaling pathway, amyotrophic lateral sclerosis (ALS), and cocaine addiction (Supplementary Table 1).

**Fig. 2:**
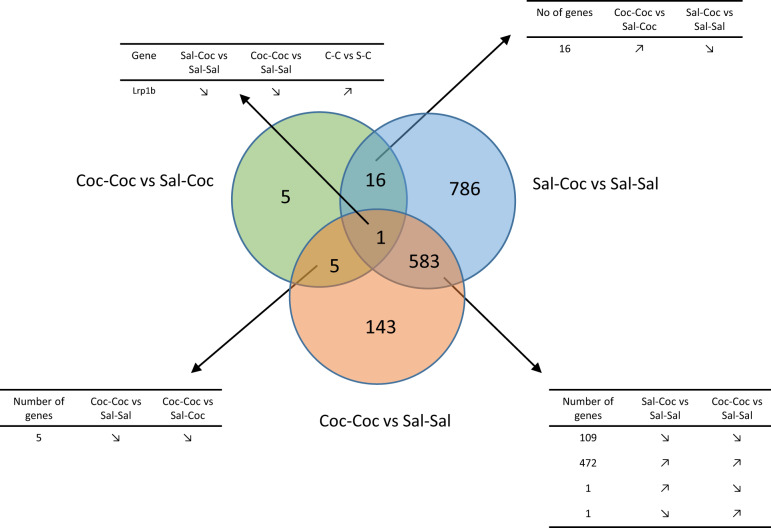
Preclinical study. Differentially expressed genes (DEGs) in the ventral striatum. Venn diagram of the DEGs in the ventral striatum. Modulations of the common DEGs in the three tested comparisons are detailed.

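With edgeR's quasi-likelihood test, 1211 genes had an adjusted p-value under 0.05 in both the Sal–Coc and Coc–Coc vs. Sal–Sal comparisons. All 1211 changed in the same direction, with 928 upregulated and 283 downregulated. Both comparisons share the Sal–Sal pools, so their fold changes are correlated by design. The log2 fold changes of both comparisons had a correlation of 0.812 across genes with the same Sal–Sal pools and a mean correlation of 0.566 when each comparison used different Sal–Sal pools. Genes are not independent replicates. All of the 27 genes of Supplementary Table 2 had opposite signs in Coc–Coc vs. Sal–Coc and in Sal–Coc vs. Sal–Sal, 2 comparisons that share the Sal–Coc pools. Of the 27, 17 were past the threshold in Sal–Coc vs. Sal–Sal and 5 in Coc–Coc vs. Sal–Sal.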

#### Dorsal striatum

In total, 32,403 genes were detected, and the transcriptional effects of cocaine (in both the Coc–Coc and Sal–Coc groups) were more specific than in the ventral striatum (Supplementary Fig. 2). Interestingly, among the DEGs in the Coc–Coc vs. Sal–Coc comparison, *Lrp1b* was the only DEG shared between the dorsal and ventral striatum, and it displayed opposite regulation between the two structures (Fig. 3). The 60 DEG of the Sal–Coc vs. Sal–Sal condition belonged to one significantly enriched pathway (Lysine degradation, Supplementary Table 1). The Coc–Coc vs. Sal–Sal and the Coc–Coc vs. Sal–Coc conditions did not elicit any significantly enriched pathway.

**Fig. 3:**
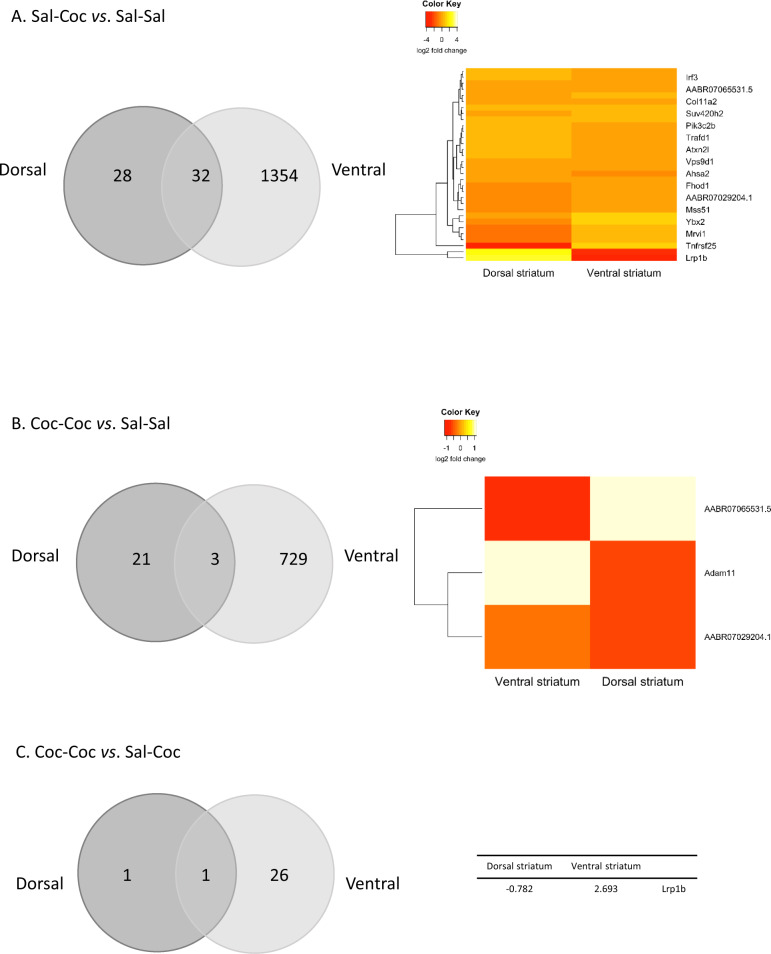
Preclinical study. Differentially expressed genes (DEGs) in the ventral and dorsal striatum in the three experimental conditions. **a** Venn diagram of the DEGs in the Sal–Coc vs. Sal–Sal comparison in the ventral and the dorsal striatum. Heatmaps of the log2 fold change of the common DEGs are detailed. **b** Venn diagram of the DEGs in the Coc–Coc vs. Sal–Sal comparison in the ventral and the dorsal striatum. Heatmaps of the log2 fold change of the common DEGs are detailed. **c** Venn diagram of the DEGs in the Coc–Coc vs. Sal–Coc comparison in the ventral and the dorsal striatum. Log2 fold change of the common DEG are shown.

RT-qPCR performed on the same samples confirmed the modulation of *Lrp1b* in the ventral but not in the dorsal striatum (Supplementary Fig. 3). The complete list of DEGs in the two studied structures are presented in Supplementary Table 3.

### Genetic association studies in patients

Among the 418 genotyped subjects, 393 (94%) passed QC, and 325 (70%) met the DSM-IV criterion “tolerance to cocaine”. Two hundred twenty-five (225) subjects had valid CIH and CIS data, which were distributed as follows. For CIH, the mean was 1.6 (SD = 1.8), and the median was 1 [IQR = 1–3, 104 (46%) patients with a score ≥2 indicating clinical significance]. For CIS, the mean was 2.3 (SD = 1.5), and the median was 3 [IQR = 1–3, 159 (71%) patients with clinically significant CIS] (Supplementary Table 4). This suggests that the patients had overall higher CIS than CIH scores. Gene-based tests were performed on 26 genes using up to 100,000 permutations. SNP-based tests were performed on 558 markers from 24 genes. Among the 1362 CNVs that passed QC in 334 individuals (Supplementary Fig. 4), none were located in any of our candidate genes. Thus, we did not perform any additional CNV-based analyses.

#### Locomotor activity (CIH)

CIH was associated with *NTS* (*p*_corr_ = 0.000772), *VPS13A* (*p*_corr_ = 0.003024), *LRP1B* (*p*_corr_ = 0.00301), *LRRC7* (*p*_corr_ = 0.00301), *CACNA1E* (*p*_corr_ = 0.00301), *GRIN2B* (*p*_corr_ = 0.00301), *ZBTB20* (*p*_corr_ = 0.00301), *CDH8* (*p*_corr_ = 0.00301), and *ELAVL2* (*p*_corr_ = 0.00301). There was no significant association at the SNP level (Fig. 4a, top SNP = *NTS* rs10863088, *p*_corr_ = 0.2272).

**Fig. 4:**
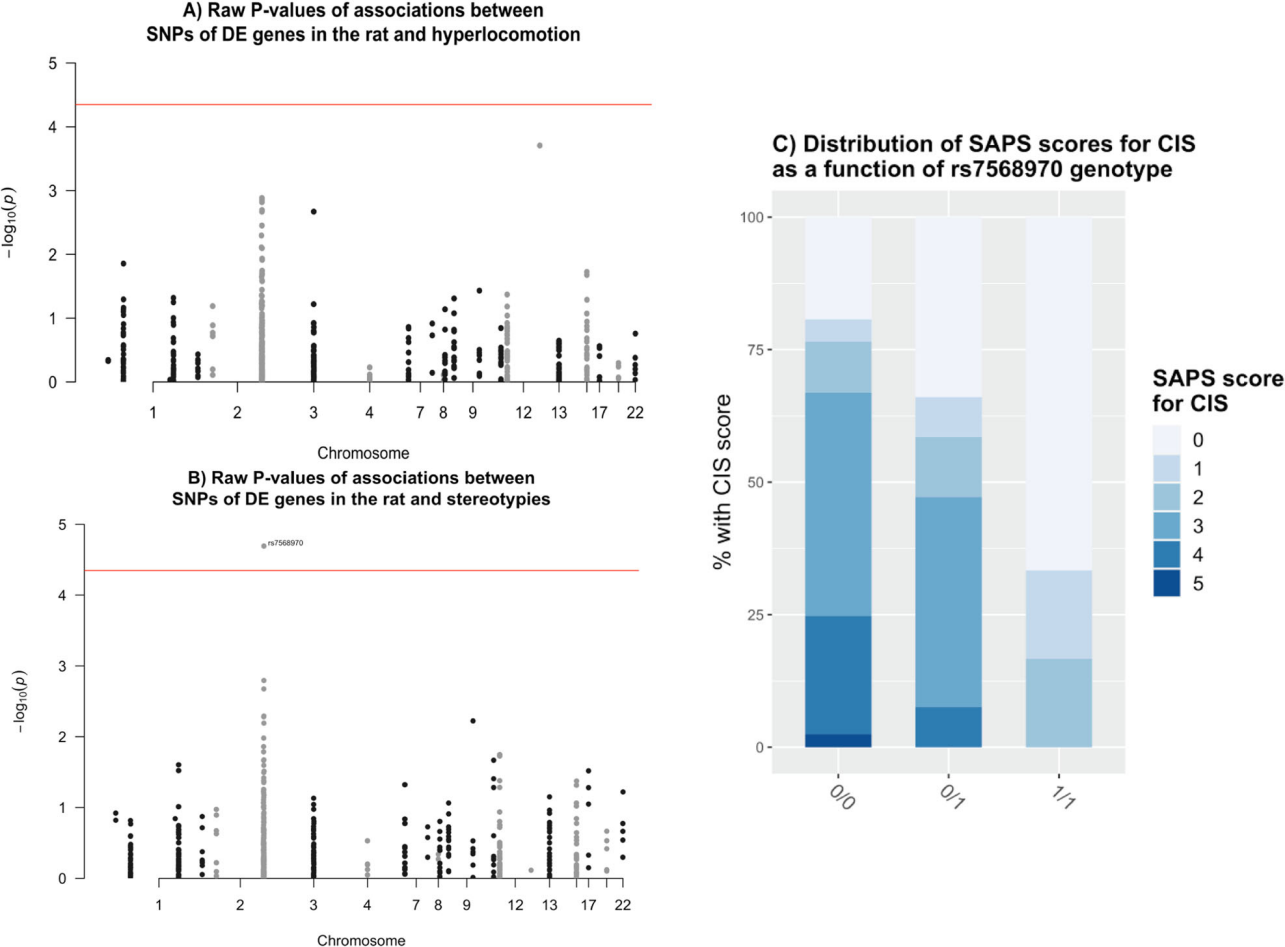
Human genetics. **a** Manhattan plot of raw *p*-values for associations between 558 markers and cocaine-induced hyperlocomotion (CIH). The red line represents the significance threshold after Bonferroni correction. **b** Manhattan plot of raw *p*-values for associations between 558 markers and cocaine-induced stereotypies (CIS). The red line represents the significance threshold after Bonferroni correction. **c** CIS as a function of *LRP1B* rs7568970 genotype. G is the minor allele. SAPS-CIP, Scale for Assessment of Positive Symptoms – Cocaine-Induced Psychosis.

#### Stereotypies (CIS)

Gene-based tests identified significant associations between CIS and *LRP1B* (five SNPs, *p*_corr_ = 0.00312). At the SNP level, a significant association was found between CIS score and rs7568970 in *LRP1B* (*p*_corr_ = 0.02269) (Fig. 4b). Furthermore, there was a clear inverse relationship between *LRP1B* minor allele dosage and CIS score (Fig. 4c). Ordinal logistic regression confirmed the association between *LRP1B* rs7568970 and CIS score (Table 1). The association remained after adjusting for age, sex, DSM-IV lifetime benzodiazepine dependence, and heaviest self-reported monthly cocaine use (*z*-value = −3.08, *p* = 0.002 for A/G genotypes and *z*-value = −2.31, *p* = 0.0066 for G/G genotypes). After grouping by low (0–1), moderate (2–3), and severe (4–5) CIS, carrying one copy of the rs7568970 minor allele conferred a 62% lower risk of belonging to the next more severe group (moderate vs. low and high vs. moderate). The risk was 94% lower for those carrying two copies. Supplementary Table 5 summarizes the results of linear regressions on CIS and CIH.

**Table 1:** Human genetics. Ordinal regression of rs75689870 and clinical variables with cocaine-induced stereotypies as a dependent variable.

	Estimate	Std. error	*z-*value	*p*-value
*LRP1B* rs7568970 A/G	−0.965	0.285	−3.39	0.000712***
*LRP1B* rs7568970 G/G	−2.35	0.848	−2.77	0.005572**
Lifetime sedative use disorder (present vs. absent)	0.228	0.246	0.929	0.353086
Heaviest monthly cocaine use (0–30 days/month)	0.0279	0.014	1.99	0.047061*
Age	−0.0195	0.013	−1.5	0.132576
Gender (men vs. women)	0.504	0.299	1.68	0.092541

*p < 0.05, **p < 0.01, and ***p < 0.001.

#### In silico functional analysis

We further searched for functional significance of (i) *LRP1B* SNP rs7568970 and (ii) the list of genes associated with CIH.

rs7568970 is an intronic variant in the large *LRP1B* gene (ID ENSG00000168702.1, chr. 2:140988992–142889270, 1.9+ mega base pairs, 91 exons), which encodes the LDL Receptor-Related Protein 1B, a putative tumor suppressor and member of the low-density lipoprotein (LDL) receptor family that is highly expressed in the human brain. There were 15 other intronic SNPs in significant LD with rs7568970 (*r*^2^ > 0.6), which may have a potentially greater impact on gene function. None of them was significantly associated with any brain eQTL nor any mQTL (other than during pregnancy) nor any topologically-associated domain. All SNPs could be scored for chromatin/DNA-enzymes interactions in the regulomeDB database. Amongst them, rs62166486 was scored 3a (transcription factor binding + any motif + DNase peak), and rs16846586 4 (transcription factor binding + DNase peak). Finally, the Phred scores for the deleteriousness of these SNPs according to the combined annotation-dependent depletion (CADD) database^39^ ranged from 0.078 to 16.33. Four SNPs, rs16855067, rs72857311, rs62166498, and rs62166499, had CADD scores ≥10, indicating that these are predicted to be the 10% most deleterious substitutions that you can do to the human genome.

The genes associated with CIH did not yield any significant KEGG or PANTHER pathway (top pathway = “cocaine addiction” in KEGG, *p*-FDR = 1) or any significant interactions from protein networks (*p*-FDR = 0.7623). When searching the “Human phenotype ontology” database, four genes were flagged as belonging to the “Developmental regression” pathway (HP:0002376; *GRIN2B*, *LYST*, *VPS13A*, and *ZBTB20*; *p*-FDR = 0.048). Finally, STRING reported one interaction between *LRRC7* and *GRIN2B* involving gene coexpression (*p*-FDR = 0.0015).

## Discussion

In the present translational study, we first performed a transcriptome-wide analysis focused on brain regions that are crucial to the acquisition of tolerance to hyperlocomotion and stereotypies during a repeated “binge” cocaine administration protocol in rats. The association of DEGs with the relevant motor phenotypes in humans, CIH and CIS, was further tested in a well-characterized clinical sample. The main findings were as follows: (1) in the ventral striatum, 27 genes were differentially expressed between acute and repeated cocaine administration (Sal–Coc vs. Coc–Coc); (2) one of those genes, *Lrp1b*, was differentially modulated in all experimental conditions; (3) accordingly, nine of the 26 DEGs identified in the preclinical study were significantly associated with CIH in patients. (4) One gene, *LRP1B*, was associated with both CIH and CIS. A tag marker of this gene, rs7568970, was further associated with a lower intensity of (i.e., tolerance to) CIS in humans with a strong effect size in the same direction as in the preclinical study, and this association resisted adjustment for confounders.

In our preclinical experiments, motor tolerance has been developed as previously showed^14^ and transcriptomic changes were, overall, more pronounced with single cocaine administration than with repeated cocaine binge in both the ventral and dorsal striatum. Differences between single and repeated cocaine exposure have been previously reported, but the results were mixed, depending on the candidate gene that was investigated^40,41^. Furthermore, it was striking that in the single binge cocaine groups, all 32 genes that were differentially expressed in both striatal regions showed opposite regulation (Fig. 3). These region-specific, early gene regulation patterns could participate in a shift from the activation of the ventral striatum to the activation of the dorsal striatum in response to cocaine^42^. We could not find any published study reporting such a ventral/dorsal striatum imbalance in human subjects with cocaine dependence. However, available evidence suggests that healthy controls show superior activation of the ventral striatum in response to an acute psychostimulant intake^43^ while individuals with cocaine dependence have repeatedly shown a preferential activation of the dorsal striatum^44–46^. A dysfunctional activation of the ventral striatum has also been reported in cocaine dependence^47^, which could represent an intermediate state. Thus, there is suggestive evidence of a shift from ventral to dorsal striatal activation during the acquisition of cocaine dependence in humans, but more efforts should be deployed to better characterize striatal dysfunction along the different stages of cocaine use. The closest preclinical study we could find is an unbiased assessment of gene regulation across various time points of cocaine self-administration—short and long-term withdrawal^48^. They showed that each gene list is unique for a pattern within a brain region (dorsal and ventral striatum), suggesting that the targets of these predicted regulators change depending on cocaine history and re-exposure paradigm. However, that study did not compare the respective activation of set of genes in the dorsal versus ventral striatum during the various stages of cocaine tolerance acquisition, which further highlights the interest of our tolerance-inducing protocol. The observation of a differential activation between the ventral and the dorsal striatum, suggestive of a shift that could occur during the acquisition of the addictive disorder, has been observed for the rewarding effects as a function of substance use history. For example in alcohol use disorder, at least one fMRI study compared the activation of ventral versus dorsal striatum in a cue-induced paradigm in social drinkers (who activated more the ventral striatum) compared to heavy drinkers (who activated more the dorsal striatum). Of note in that study, most heavy alcohol drinkers qualified for DSM-IV alcohol dependence^15^. Interestingly, similar patterns of striatal activation have been reported in cannabis use vs. dependence^49^. Our study is the first one to suggest that the variability to the acquisition of the tolerance to cocaine-induced motor disturbances could also be characterized by a shift in the activation of specific sets of genes from the ventral to the dorsal striatum, and that genetic polymorphisms could mediate this between-subjects variability.

A key finding of our study concerns the *Lrp1b* gene. *Lrp1b* was found to be inversely regulated by repeated *vs*. single cocaine administration in both the dorsal and ventral striatum. 

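The number of genes with an adjusted p-value under 0.05 in all 3 ventral comparisons was 0 with edgeR's quasi-likelihood test. This follows from the 0 DEGs of Coc–Coc vs. Sal–Coc. With DESeq2, 12 genes were past the threshold in all 3 comparisons with default settings and 0 with the larger dispersion. A DESeq 1-type test, chosen after seeing the values, called 1 gene, Lrp1b, in all 3 comparisons with a parametric dispersion trend and 0 with a local trend.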

In the ventral striatum, *Lrp1b* was the only gene with significantly differential expression in all three tested comparisons. Strikingly, *LRP1B* was also associated with CIS in the human genetic association study and could represent a tag marker for two SNPs (not genotyped here) among the top 1.1–1.3% of deleterious variants in the human genome, according to CADD standards (rs62166498, 932 bp upstream, LD = 1, CADD = 15.66; rs62166499, 920 bp upstream, LD = 1, CADD = 17.85). In human tissues, *LRP1B* is highly expressed in the brain, skeletal muscles, thyroid, and adipocytes (GTEx Analysis Release V8). This expression pattern is broader than that observed in mice, where the expression of *LRP1B* is restricted to the brain^50^. The LRP1B protein is involved in lipid metabolism and in neurodevelopment through cell growth and migration^51^. To the best of our knowledge, there is only one previous report of the potential modulation of *LRP1B* in human addiction. A decrease in the DNA methylation of the *LRP1B* promoter was found in blood cells from patients stabilized at high daily methadone doses compared with patients stabilized at low doses^52^. Interestingly, in that previously published sample^53^, a high methadone dose was significantly associated with lifetime cocaine dependence.

The second robust finding concerns several interesting results on the set of nine genes associated with CIH. First, all those genes are highly and predominantly expressed in the human brain. Most of their proteins are involved in plasma membrane rearrangement, consistent with some of the key mechanisms associated with non-motor aspects of tolerance to cocaine, including changes in receptor density^54–56^, dendritic growth, and synaptic plasticity (for reviews, see refs. ^57,58^). Second, *CACNA1E* encodes the Calcium Voltage-Gated Channel Subunit Alpha1 E. Calcium channel modulation has been repeatedly associated with psychostimulant-induced locomotor activity (e.g., refs. ^59,60^). More specifically, *Cacna1e*^*−/−*^ mice show a complete loss of acute locomotor response to cocaine^61^. Third, some *VPS13A* mutations can cause a severe neurological condition, chorea-acanthocytosis, which is characterized by abnormal motor behavior^62^ and marked loss of striatal volume^63^. In the current preclinical study, *Vps13a* was the only DEG other than *Lrp1b* to be downregulated in the ventral striatum and upregulated in the dorsal striatum in the Sal–Coc vs. Sal–Sal comparison (Supplementary Table 2). 

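In the ventral striatum, the identifier joined to Vps13a, ENSRNOG00000025539, was at 18.1 ± 0.99 CPM (SD, n = 3 pools) in Sal–Coc and 40.6 ± 3.19 in Sal–Sal. The log2 fold change was -1.16 (standard error 0.13, adjusted p = 0.00376 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.23 and -1.11 with each pool left out in turn. Coc–Coc pools were at 30.0 ± 6.18 CPM, with a log2 fold change of -0.44 against Sal–Sal (adjusted p = 0.06 from edgeR's test) and of 0.73 against Sal–Coc (adjusted p = 0.221 from edgeR's test). Both of these calls depended on the test or the normalization. Vps13a in Coc–Coc vs. Sal–Sal had adjusted p-values of 0.0227 with DESeq2's default settings and 0.0468 with upper-quartile normalization, and from 6.63e-07 to 0.126 over all alternatives other than leaving out pools that were set before the data were examined. In Coc–Coc vs. Sal–Coc, Vps13a had adjusted p-values of 0.000891 with DESeq2's default settings and 0.003 with the larger dispersion, and from 7.19e-10 to 0.457 over the same alternatives. The lowest value of each range came from the 36 technical replicates as samples. A DESeq 1-type test, chosen after seeing the values, gave 0.0109 to 0.0117 for the latter and 0.139 to 0.157 for the former. The dorsal striatum was not analysed here.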

Alterations in striatal volume and function have been reported in CUD^64,65^. *VPS13A* has been associated with nicotine dependence^66^, but not CUD, and notably, the association between CIS and *VPS13A* persisted after adjusting for smoking intensity in our sample (data not shown). Fourth, in mice, cocaine elicited increased Neurotensin expression in the ventral striatum^67^, but deletion of the *Nts* gene had no effect on locomotion^68^. Finally, although less specific to motor disturbances, *GRIN2B* has been associated with cocaine dependence at both the genetic and transcriptomic levels, in rodents^69^ and in patients^70^, and thus, it is a possible top candidate gene for cocaine misuse according to a recent meta-analysis of genome-wide expression data^71^. We were unable to find any published report of associations between the other CIH-associated genes and either motor function or cocaine response.

At the clinical level, CIS was significantly associated with the heaviest self-reported cocaine use. This highlights the relative specificity of this measure to the direct motor responses to cocaine, which most likely occur through over-activation of the nigrostriatal dopaminergic pathway. In that regard, the CIH measure in humans elicited broader genetic associations, possibly because this score captured motor symptoms of nervousness or aggression, which can be found in several psychiatric conditions and are thus less specific than CIS^72,73^.

One strength of our study is that we used whole-genome transcriptional results obtained in a rat model of motor tolerance to identify genetic variants of interest in patients seeking treatment for cocaine dependence who were thoroughly assessed for cocaine-induced motor behavior. The preclinical study was region-specific within the striatum and compared single vs. repeated cocaine exposure. In the human sample, we performed extensive phenotypic characterization and thorough genetic QC. Moreover, the regional plot indicated very good coverage of the area (Supplementary Fig. 5) rather than an isolated and possibly spurious hit. However, our study also presents limitations. In our study, the rats were injected by experimenter which allows to see only the genes regulated by the effects of cocaine inducing tolerance but certainly does not take into account the self-administration factor from the human study.

One caveat for our study is that we could not perform peripheral transcriptional analysis in humans since RNA samples were not collected in this cohort. Nevertheless, the present transcriptomic/genetic exploratory approach yielded results in humans that were congruent with the results in rats, suggesting that our significant findings are unlikely to be false positives. In addition, the assessment of motor behavior in humans was retrospective, based on the estimated lifetime worst period of cocaine use, and was thus subject to recall bias. This bias was reduced by the use of a standardized questionnaire to assess motor phenotypes^16^. Finally, although we have gathered important preclinical evidence used to drive a genetic association study with consistent results, we did not circle back to an animal model with modulated *Lrp1b* activity or expressing the rs7568970 SNP. This could leverage the mechanisms of the associations presented in the current study, however, such protocols will require extended time and funding that were not available at the time of the study.

In conclusion, the translational approach presented in this study identified DEGs in a hypothesis-free whole-genome expression rodent model as a first step to prioritize candidate genes to conduct an association study in patients. Our results mainly suggest that *LRP1B* is strongly involved in striatal neuroadaptation to repeated cocaine-exposure-induced motor behavior, as it was associated with both CIH and CIS. Furthermore, the two DEGs upregulated in the dorsal striatum and downregulated in the ventral striatum (*Lrp1b* and *Vps13a*) in the rat Sal–Coc vs. Sal–Sal comparison displayed significant associations with CIS and CIH in humans, respectively. Our results support a translational and multimodal approach to studying complex disorders such as addiction.

## Supplementary information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary materials

# Supplementary material for: Translational study of the whole transcriptome in rats and genetic polymorphisms in humans identifies LRP1B and VPS13A as key genes involved in tolerance to cocaine-induced motor disturbances
**Source:** Transl Psychiatry. 2020 Nov 6;10:381. doi: 10.1038/s41398-020-01050-7
**Supplement:** Supplementary file 4 — Supplementary Figure 4

**Initial sample**  
418 participants genotyped in two waves, merged on 566,932 markers

**Quality control, PLINK2**  
- Relatedness  
- Missing genotypes  
- Sex  
N=393

**Candidate genes**  
DE genes in rats tolerant to CIS  
26 genes => 558 SNP

**Association studies**  
- Caucasian ancestry  
N=325

**CNV detection**  
- 99% genotyping rate: N=387, 37991 CNVs  
- WF<0.05, log R ratio SD <0.35, B allele frequency <0.08  
- CNV length>50 kB, detected by both Penn CNV and QuantiSNP  
N=334, 1362 CNVs

**Candidate phenotypes**  
**Cocaine-induced hyperlocomotion (CIH) and stereotypes (CIS):**  
score on the SAPS-CIP compulsive behavior subscale [0-5]  
N=225

# Supplementary material for: Translational study of the whole transcriptome in rats and genetic polymorphisms in humans identifies LRP1B and VPS13A as key genes involved in tolerance to cocaine-induced motor disturbances
**Source:** Transl Psychiatry. 2020 Nov 6;10:381. doi: 10.1038/s41398-020-01050-7
**Supplement:** Supplementary file 7 — Supplementary Table 2

**Supplementary Table 2:** Differentially expressed genes in the ventral and dorsal striatum of Coc-Coc *vs.* Sal-Coc rats and corresponding gene-based associations with cocaine-induced hyperlocomotion (CIH) and stereotypies (CIS) in humans. *significant after Bonferroni correction.

| ***Gene symbol*** | ***Gene description*** | ***Fold change in RNASeq*** | ***Corrected p-value*** | ***Gene symbol in H. Sapiens*** | ***# SNPs after QC*** | ***Gene-based tests raw* p*-value*** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  | **CIH** | **CIS** |
| ***Ventral Striatum*** | | | | | | | |
| *AABR07042733.1* | Cadherin 8 | 1.73 | 2.3E-02 | *CDH8* | 28 | 1 | 1 |
| *Adra2b* | Adrenoceptor Alpha 2B | 0.5 | 2.3E-02 | *ADRA2B* | 0 | 1 | 1 |
| *Ago3* | Argonaute 3 | 2.51 | 2.4E-03 | *AGO3* | 2 | 1 | 1 |
| *Birc6* | Baculoviral IAP Repeat Containing 6 | 1.56 | 7.4E-03 | *BIRC6* | 7 | 6.5E-05* | 0.02603 |
| *Cacna1e* | calcium voltage-gated channel subunit alpha1 E | 1.65 | 1.7E-03 | *CACNA1E* | 34 | 6.5E-05* | 0.02923 |
| *Dgkh* | diacylglycerol kinase eta | 2.69 | 1.38E-11 | *DGKH* | 33 | 1 | 1 |
| *Elavl2* | ELAV Like RNA Binding Protein 2 | 0.61 | 1.02E-02 | *ELAVL2* | 14 | 6.5E-05* | 1 |
| *Fgf2* | fibroblast growth factor 2 | 1.96 | 1.02E-05 | *FGF2* | 5 | 1 | 1 |
| *Glra2* | Glycine Receptor Alpha 2 | 0.59 | 4.83E-02 | *GLRA2* | 0 | 1 | 1 |
| *Grin2b* | Glutamate Ionotropic Receptor NMDA Type Subunit 2B | 1.62 | 4.83E-02 | *GRIN2B* | 45 | 6.5E-05* | 0.02575 |
| *Grm3* | Glutamate Metabotropic Receptor 3 | 1.64 | 1.37E-02 | *GRM3* | 13 | 1 | 0.02923 |
| *LOC100912852* | disks large homolog 5-like | 0.59 | 1.47E-02 | *NA* | | | |
| *Lrp1b* | LDL receptor related protein 1B | 2.69 | 3.6E-06 | *LRP1B* | 220 | 6.50E-05* | 6.50E-05* |
| *Lrrc7* | Leucine Rich Repeat Containing 7 | 1.5 | 3.56E-02 | *LRRC7* | 40 | 6.50E-05* | 1 |
| *Lyst* | Lysosomal Trafficking Regulator | 1.63 | 4.2E-03 | *LYST* | 8 | 1 | 1 |
| *Nefm* | neurofilament, medium polypeptide | 0.61 | 9E-04 | *NEFM* | 2 | 1 | 1 |
| *Nts* | Neurotensin | 0.62 | 2.6E-03 | *NTS* | 1 | 1.40E-05* | 1 |
| *Pvalb* | Parvalbumin | 0.6 | 2.3E-02 | *PVALB* | 5 | 1 | 1 |
| *Rfx3* | regulatory factor X3 | 1.83 | 1.7E-05 | *RFX3* | 11 | 1 | 1 |
| *Scai* | Suppressor Of Cancer Cell Invasion | 1.78 | 7.1E-03 | *SCAI* | 12 | 1 | 0.006752 |
| *Sstr3* | Somatostatin Receptor 3 | 0.44 | 3.61E-02 | *SSTR3* | 1 | 1 | 1 |
| *Taok1* | TAO Kinase 1 (PSK-2, MAP3K16, MARKK) | 1.55 | 1.01E-02 | *TAOK1* | 5 | 1 | 0.09375 |
| *Ubn2* | ubinuclein 2 | 1.9 | 8E-04 | *UBN2* | 4 | 1 | 1 |
| *Vps13a* | Vacuolar Protein Sorting 13 Homolog A | 1.66 | 1.03E-02 | *VPS13A* | 8 | 6.30E-05* | 0.008037 |
| *Zbtb20* | zinc finger and BTB domain containing 20 | 2.57 | 1.63 E-08 | *ZBTB20* | 55 | 6.50E-05* | 1 |
| *Zbtb37* | zinc finger and BTB domain containing 37 | 2.78 | 6E-04 | *ZBTB37* | 1 | 1 | 1 |
| *Zfp871* | zinc finger protein 871 | 1.66 | 4.4E-03 | *NA* | | | |
| ***Dorsal Striatum*** | | | | | | | |
| *L3mbtl1* | Histone Methyl-Lysine Binding Protein 1 | 0.60 | 0.021 | *L3MBTL1* | 5 | 1 | 1 |
| *Lrp1b* | LDL receptor related protein 1B | -0.78 | 2.07E-06 | *LRP1B* | 220 | 6.50E-05* | 6.50E-05* |

# Supplementary material for: Translational study of the whole transcriptome in rats and genetic polymorphisms in humans identifies LRP1B and VPS13A as key genes involved in tolerance to cocaine-induced motor disturbances
**Source:** Transl Psychiatry. 2020 Nov 6;10:381. doi: 10.1038/s41398-020-01050-7
**Supplement:** Supplementary file 9 — Supplementary Table 4

**A.**

**I. AGGRESSIVE AND AGITATED BEHAVIOR = 0 1 2 3 4 5**  
 The subject may behave in an aggressive or agitated manner - often quite unpredictably. He may argue with family, acquaintances, or strangers. He may brandish or use a weapon, or he may attack people or other living things, or he may perform otherwise violent acts.  
**When you are using cocaine, do you become overly aggressive or agitated. Do you start fights or arguments with friends or with other people? Is this behavior normal for you?**

**B.**

**II. REPETITIVE OR STEREOTYPED BEHAVIOR = 0 1 2 3 4 5**  
 The subject may engage in a set of repetitive actions or rituals. These actions may involve drug use specifically, or they may be more general. For example, "geeking" is a behavior seen in cocaine users where the individual engages in compulsive foraging for remnants of cocaine in the vicinity of where it was used. Also, subjects may develop a ritual while using that they perform over and over again. Or, subjects may exhibit repetitive finger tapping, picking or tugging at hair or clothing, humming, snorting, etc.  
**When you are using cocaine, is there anything that you do a lot? Do you have things that you will do over and over again? Do you have the feeling that you have to do certain things, like getting up to check the windows or the door locks. Do you look in the mirror for a long period of time? How much time do you spend doing these things? Does it ever seem to you that there is cocaine scattered around, or do you look everywhere to make sure there is no more?**

**C.**

|                                                                                   |                                            | Mean (SD) or N(%) |
|-----------------------------------------------------------------------------------|--------------------------------------------|-------------------|
| Age                                                                               |                                            | 38 (9)            |
| Gender                                                                            | <i>Men</i>                                 | 178 (79%)         |
|                                                                                   | <i>Women</i>                               | 47 (21%)          |
| Homelessness $\geq 3$ months                                                      |                                            | 89 (29%)          |
| At least one lifetime SA                                                          |                                            | 115 (38%)         |
| Number of cigarettes smoked / day                                                 |                                            | 18 (11)           |
| 3 comorbid lifetime SUDs or more (except tobacco)                                 |                                            | 257 (44%)         |
| Lifetime SUD diagnoses                                                            | <i>Opiates</i>                             | 129 (42%)         |
|                                                                                   | <i>Alcohol</i>                             | 224 (75%)         |
|                                                                                   | <i>Cannabis</i>                            | 243 (81%)         |
|                                                                                   | <i>Sedatives</i>                           | 170 (56%)         |
| Age at onset of cocaine use disorder (years)                                      |                                            | 27 (8)            |
| Weekly cocaine use during self-reported worst period of CUD (daily vs. non-daily) |                                            | 161 (72%)         |
| CIS                                                                               |                                            | 2.3 (1.5)         |
|                                                                                   | <i>Median (IQR)</i>                        | 3 (1-3)           |
|                                                                                   | $\geq 2$ (clinical significance threshold) | 159 (71%)         |
| CIH                                                                               |                                            | 1.6 (1.8)         |
|                                                                                   | <i>Median (IQR)</i>                        | 1 (0-3)           |
|                                                                                   | $\geq 2$ (clinical significance threshold) | 104 (46%)         |

# Supplementary material for: Translational study of the whole transcriptome in rats and genetic polymorphisms in humans identifies LRP1B and VPS13A as key genes involved in tolerance to cocaine-induced motor disturbances
**Source:** Transl Psychiatry. 2020 Nov 6;10:381. doi: 10.1038/s41398-020-01050-7
**Supplement:** Supplementary file 11 — Supplementary materials

**Manuscript “Translational study of the whole transcriptome in rats and genetic polymorphisms in humans identify LRP1B and VPS13A as key genes in tolerance to cocaine-induced motor disturbances” – *supplementary methods file***

**Chemicals.** Cocaine hydrochloride (Francopia, Anthony, France) was dissolved in sterile saline solution (0.9% (w/v) NaCl). Rats received 20 mg/kg cocaine in 1 ml/kg of body weight by intraperitoneal (i.p.) route.

1. *Clinical study*

**Sample selection and clinical assessment:** Eligible participants were excluded if they had severe cognitive impairment or insufficient mastery of the French language, if they had no social insurance, and if they were under compulsory treatment. The *Scale for Assessment of Positive Symptoms – Cocaine-Induced Psychosis (SAPS-CIP)* was developed in order to assess a broad range of hallucinations, delusions and compulsive behaviors that can accompany cocaine use by rating them on a 0- to 5-point scale according to their intensity (1). It was translated to French by our group (2) using translation and back-translation procedures. A broad range of sociodemographic and clinical variables was also collected, especially regarding the course of cocaine use and the comorbidity with non-cocaine SUDs over the lifetime (Supplementary Table 3B).

**Biological sampling:** Participants’ DNA purity assessment followed the procedures described by the Centre National de Génomique using a NanoDrop spectrophotometer and PicoGreen assay.

**Genetic analyses — single nucleotide polymorphisms (SNPs):** At the whole-sample (N=394) and genome-wide levels, we excluded markers and individuals with > 2% genotype missingness, checked for sex discrepancy, selected SNPs [SNVs with minor allele frequency (MAF) values ≥ 5%], and excluded variants that deviated from Hardy-Weinberg Equilibrium at *p* < 10^-6^, leaving 393 individuals and 260,853 markers. A search for cryptic relatedness by identity-by-descent, using a piHat threshold of 0.2 (2^nd^ degree relatedness), further identified 13 pairs of related individuals; the individual with the lower genotyping rate was excluded from each of these pairs. For the genetic association study, we further excluded 43 individuals of non-Caucasian ancestry according to the distribution of SNPs in our samples, which were merged and compared with the latest version of the 1000 genomes project (1000G) panel, based on visual inspection of principal component analysis (N=2502 from five superpopulations), according to a standard procedure (3). Among the differentially expressed genes (DEGs) identified in the preclinical study, two genes, *LOC100912852* and *Zfp871*, do not occur in the human genome, and *LRP1B* was identified in both brain areas.

**Genetic analyses — copy number variants (CNVs):** Two detection programs, *PennCNV* (4) and *QuantiSNP* (5), optimized in a combined algorithm, were used to perform a thorough quality check (see details in Fig. 3). These programs have different sensitivity and specificity. The aim of this analysis was to identify additional variants that would be relevant to fuel further *in vitro* and *in vivo* functional analyses. It was thus performed at both the genome-wide and sample-wide levels. We considered only individuals and CNVs meeting stringent control criteria (Fig. 3).

1. *Data analysis*

**Phenotype assessment***.* Continuous variables were described by means (standard deviation, SD) or medians (interquartile range, IQR) depending on their distribution, and discrete variables by absolute counts and frequencies. Nonparametric tests were used to identify the clinical and sociodemographic factors associated with cocaine-induced stereotypies (CIS) for further incorporation into the ordinal regression model.

**Human genetics**: **in silico *functional analyses*** were performed online on November 20^th^ 2018 using the *Functional Mapping and Annotation of Genome-Wide Association Studies (FUMA)* platform (7), which allows for an all-at-once, yet fully customizable functional assessment from 18 biological data repositories and tools. *FUMA* was searched for variant type and location, gene function assessment/pathway enrichment, eQTL and mQTL mapping in the brain, transcription factor binding and chromatin conformation. The *3D* *Genome browser* (8) was used, in addition, to identify potential distant regulatory effects according to the topologically associating domains (9).

**References**

1. Cubells JF, Feinn R, Pearson D, Burda J, Tang Y, Farrer LA, *et al.* (2005): Rating the severity and character of transient cocaine-induced delusions and hallucinations with a new instrument, the Scale for Assessment of Positive Symptoms for Cocaine-Induced Psychosis (SAPS-CIP). *Drug Alcohol Depend*. 80: 23–33.

2. Vorspan F, Brousse G, Bloch V, Bellais L, Romo L, Guillem E, *et al.* (2012): Cocaine-induced psychotic symptoms in French cocaine addicts. *Psychiatry Res*. 200: 1074–1076.

3. Marees AT, Kluiver H de, Stringer S, Vorspan F, Curis E, Marie‐Claire C, Derks EM (2018): A tutorial on conducting genome-wide association studies: Quality control and statistical analysis. *International Journal of Methods in Psychiatric Research*. 27: e1608-17.

4. Wang K, Li M, Hadley D, Liu R, Glessner J, Grant SFA, *et al.* (2007): PennCNV: An integrated hidden Markov model designed for high-resolution copy number variation detection in whole-genome SNP genotyping data. *Genome Res*. 17: 1665–1674.

5. Colella S, Yau C, Taylor JM, Mirza G, Butler H, Clouston P, *et al.* (2007): QuantiSNP: an Objective Bayes Hidden-Markov Model to detect and accurately map copy number variation using SNP genotyping data. *Nucleic Acids Res*. 35: 2013–2025.

6. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, *et al.* (2009): The Sequence Alignment/Map format and SAMtools. *Bioinformatics*. 25: 2078–2079.

7. Watanabe K, Taskesen E, Bochoven A van, Posthuma D (2017): Functional mapping and annotation of genetic associations with FUMA. *Nature Communications*. 8: 1826.

8. Wang Y, Song F, Zhang B, Zhang L, Xu J, Kuang D, *et al.* (2018): The 3D Genome Browser: a web-based browser for visualizing 3D genome organization and long-range chromatin interactions. *Genome Biology*. 19: 151.

9. Yu W, He B, Tan K (2017): Identifying topologically associating domains and subdomains by Gaussian Mixture model And Proportion test. *Nature Communications*. 8: 535.

How the deposited data were processed for this re-analysis (not part of the article)

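RNA of the ventral striatum (nucleus accumbens) was sequenced from 3 pools of 2 rats in each of the Sal–Sal, Sal–Coc and Coc–Coc groups. The authors deposited raw counts of reads per Ensembl gene, 1 table for each of 4 technical replicates of each pool. Before depositing these counts, the authors trimmed poly-N tails, removed short and low-quality reads, aligned the reads with STAR to the Ensembl rat genome, removed reads that mapped more than once and counted reads on genes within the Eoulsan pipeline. Normalization and the paper's test, DESeq 1.8.3, are not part of the deposited counts.

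The technical replicates were summed per pool, since they differed by little more than sampling noise. Totals per pool ranged from 36372166 to 42449841 counts. Groups were compared with edgeR 4.0.16 in R 4.3.3 (filterByExpr by group, TMM normalization, quasi-likelihood fit over all 9 pools, Benjamini-Hochberg adjusted p under 0.05). Alternatives set before the data were examined used other normalizations, other filters on low counts, DESeq2 1.42.0 with default dispersions and with the larger of the fitted and gene-wise dispersions, limma-voom (limma 3.58.1), only the 6 pools compared, the pool number as a block, other uses of the technical replicates and leaving out each pool. The pool numbers of the block come from the sample labels, where numbers 1 to 3 recur in each group for different animals.

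The test of DESeq 1.8.3 was not installed. A test of that type was written after the edgeR results had been seen and with the paper's numbers of DEGs known. It has 4 versions, which combine a parametric or a local (locfit 1.5.9.12) dispersion trend with p-values from the doubled smaller tail or from the sum of outcomes no more probable than the observed one. All 4 versions that were run are reported, and edgeR's test, fixed before the data were examined, remained the main result.

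All tests were checked on simulated data in which 200 genes were changed by known folds. The changed genes were drawn from well-counted genes, and genes varied independently of each other. The edgeR test recovered 184 of the 200 with 11 false calls among 15626 genes, and DESeq2 with default settings recovered 189 with 56 false calls among 15625 genes. Set against the calls made, DESeq2's default settings had the largest share of false calls, well above the threshold of 0.05. The DESeq 1-type test recovered between 184 and 188 genes with 14 to 24 false calls among 21625 genes. All had 0 calls in the wrong direction. Every simulated fold was larger than the changes of most genes in the ventral part of Supplementary Table 2. The simulation also held no difference between pools that many genes share. The recovery therefore does not measure how many real changes a test would find in Coc–Coc vs. Sal–Coc. In a simulated comparison in which no gene was changed, edgeR's test made 0 calls, DESeq2 made 6 with default settings and 1 with the larger dispersion, and the DESeq 1-type test made 4 in both versions with the parametric trend and 0 in both with the local trend.

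The deposited tables do not pair Ensembl identifiers with symbols. Symbols were joined to identifiers by the published fold changes of Supplementary Table 3, which equal a ratio of group means of counts normalized by median-of-ratios size factors, and were used only where 1 identifier remained. This join was decided on after the data were seen, and it makes the agreement of fold changes of named genes with the paper uninformative. Genes to be named were fixed by a rule before the data were examined. They are all genes of the ventral part of Supplementary Table 2, Lrp1b and Vps13a in all comparisons, and in each comparison the 3 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 1 CPM and non-overlapping pools. Exact permutation tests of single genes used log2 of CPM plus 0.1. The dorsal striatum, the behavioural data and the human genetic data were not analysed here. GC content and gene length of the Ensembl genes were not used here.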

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

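Other normalizations left the numbers of DEGs within 1.5 times of the values above. The number of DEGs in Sal–Coc vs. Sal–Sal was 2572, and it became 1596 with DESeq2 and the larger dispersion, 1445 with only the 6 pools compared and 8353 with the 36 technical replicates as samples. For Coc–Coc vs. Sal–Sal it was 1702, and it became 2888 with DESeq2's default settings, 918 with DESeq2 and the larger dispersion, 7968 with the 36 technical replicates as samples and 1057 with technical replicate a alone. In Coc–Coc vs. Sal–Coc it was 0, with 1453 genes at an unadjusted p under 0.05, and it became 5 without a filter on low counts, 155 with DESeq2's default settings, 33 with DESeq2 and the larger dispersion, 4272 with the 36 technical replicates as samples and 3 with technical replicate a alone. The cause was not tested. Upper-quartile normalization made the excess of upregulated genes smaller, with 1462 upregulated and 1163 downregulated in Sal–Coc vs. Sal–Sal (against 1655 and 917) and 957 and 764 in Coc–Coc vs. Sal–Sal (against 1115 and 587). Across the 9 fits that each left out 1 pool, the numbers ranged from 982 to 2835 in Sal–Coc vs. Sal–Sal, from 0 to 2131 in Coc–Coc vs. Sal–Sal and from 0 to 1 in Coc–Coc vs. Sal–Coc. The value of 0 in Coc–Coc vs. Sal–Sal came from leaving out Coc–Coc pool 3, where 3533 genes had an unadjusted p under 0.05, and leaving out Coc–Coc pool 2 gave 174.

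The genes called in both cocaine groups vs. Sal–Sal with the same direction numbered 1211. They became 1989 with DESeq2's default settings, 683 with DESeq2 and the larger dispersion, 682 with only the 6 pools compared, 5978 with the 36 technical replicates as samples and 786 with technical replicate a alone, and ranged from 0 to 1427 with each pool left out. The genes called in all 3 comparisons rose from 0 to 12 with DESeq2's default settings and to 1627 with the 36 technical replicates as samples. Of the 27 genes of Supplementary Table 2, 5 passed without a filter on low counts, 27 with DESeq2's default settings, 24 with DESeq2 and the larger dispersion, 27 with the 36 technical replicates as samples, 3 with technical replicate a alone and from 0 to 1 with each pool left out.

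Lrp1b kept its direction in all 3 comparisons under every alternative that was run. In Sal–Coc vs. Sal–Sal it also stayed past the threshold. In Coc–Coc vs. Sal–Sal its log2 fold change was past the threshold with DESeq2's default settings (-0.77), limma-voom (-0.78), the 36 technical replicates as samples (-0.75) and technical replicate a alone (-1.06), and the adjusted p ranged from 4.21e-06 to 0.107 over the alternatives other than leaving out pools. In Coc–Coc vs. Sal–Coc it was past the threshold with DESeq2's default settings (1.43), DESeq2 and the larger dispersion (1.43) and the 36 technical replicates as samples (1.43), with adjusted p-values from 5.83e-09 to 0.457. The 36 technical replicates are not independent, so their calls do not bear on the groups.

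With the pool number as a replicate block, the numbers of DEGs were 2084, 1126 and 0. Same-numbered pools are different animals, and the mean correlation of their deviations from the group means was -0.053 over 9 pairs, against 0.031 over the 18 pairs with other numbers.

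The DESeq 1-type test was chosen after seeing the values and was run in 4 versions. The parametric trend gave 1367 DEGs with the doubled tail and 1376 with summed outcomes in Sal–Coc vs. Sal–Sal, 724 and 729 in Coc–Coc vs. Sal–Sal, and 27 and 27 in Coc–Coc vs. Sal–Coc. The local trend gave 1192 and 1200, 655 and 657, and 22 and 22. Genes called in both cocaine groups with the same direction numbered 577 and 581 with the parametric trend and 508 and 510 with the local trend. The parametric trend called 1 gene in all 3 comparisons in both versions. Of the 27 genes, 27 and 27 passed with the parametric trend and 20 and 20 with the local trend. Lrp1b was past the threshold in Coc–Coc vs. Sal–Coc in all 4 versions (log2 fold change 1.43) and in Coc–Coc vs. Sal–Sal (-0.77) with the parametric trend only.

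The number of genes detected, 22670, became 16866 with at least 1 count in every pool, 16380 with at least 10 counts in any pool, 20686 in technical replicate a alone and 15641 with filterByExpr.

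Of 34 further results for named genes, 0 changed direction under any alternative. Only 7 of the 34 passed the threshold in the main fit, so no more than these could stop passing. RLE size factors, the filter of at least 10 counts in every pool, limma-voom and only the 6 pools compared left all 34 on their side of the threshold. Passing the threshold under the alternative only were 27 with DESeq2's default settings, 23 with DESeq2 and the larger dispersion, 27 with the 36 technical replicates as samples, 5 without a filter on low counts, 3 with technical replicate a alone and 1 with upper-quartile normalization, and with technical replicate a alone 1 no longer passed. With the pool number as a replicate block 2 no longer passed. Across the 9 fits that each left out 1 pool, between 0 and 3 of the 34 no longer passed and between 0 and 1 passed only then. With the DESeq 1-type test, 26 passed only then with the parametric trend and 19 with the local trend, and 1 no longer passed in each of the 4 versions.

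The correction for GC content and length, its combination with the replicate block, and the set test of all ribosomal protein genes were not run. The first 2 need GC content and transcript lengths of the Ensembl genes and the last needs symbols for all genes, which were not used here. At 36372166 to 42449841 counts per pool, Lrp1b had between 55 and 437 counts, which limits the precision of its fold changes.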

Differences from the paper's values

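The paper reports 1386 DEGs in Sal–Coc vs. Sal–Sal, and 2572 were found. Of the alternatives set before the data were examined, DESeq2 with the larger dispersion (1596), only the 6 pools compared (1445), technical replicate a alone (1776) and 6 of the 9 fits that left out a pool were within 1.5 times of the paper's value, and the others were not. The paper reports 733 DEGs in Coc–Coc vs. Sal–Sal, and 1702 were found. DESeq2 with the larger dispersion (918), technical replicate a alone (1057) and the fits without Sal–Coc pool 2 (1052), Sal–Sal pool 2 (984) and Coc–Coc pool 1 (837) were within 1.5 times of it, and the other alternatives were not. The paper reports 27 DEGs in Coc–Coc vs. Sal–Coc, and 0 were found, with 1453 genes at an unadjusted p under 0.05. DESeq2 with the larger dispersion (33) was within 1.5 times of the paper's value, and no other alternative set before the data were examined was.

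The paper reports 1 gene in all 3 comparisons, and 0 were found. None of the alternatives set before the data were examined gave 1. Supplementary Table 3 of the paper holds 584 symbols with the same direction in both cocaine groups vs. Sal–Sal, and 1211 genes were found. DESeq2 with the larger dispersion (683), only the 6 pools compared (682), technical replicate a alone (786) and the fits without Sal–Coc pool 2 (634), Sal–Coc pool 3 (664), Sal–Sal pool 2 (777) and Coc–Coc pool 1 (687) were within 1.5 times of it, and the others were not.

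The DESeq 1-type test, which was chosen after seeing the values and with the paper's values known, was run in 4 versions. Its parametric trend gave the paper's 27 DEGs in Coc–Coc vs. Sal–Coc and 1 gene in all 3 comparisons with both definitions of the p-value, and its local trend gave 22 and 0. For the paper's 1386 and 733 DEGs, the 4 versions gave 1367, 1376, 1192 and 1200, and 724, 729, 655 and 657, so none gave the paper's values exactly. For the paper's 584 they gave 577, 581, 508 and 510.

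The paper states that Lrp1b was differentially expressed in all 3 ventral comparisons. It also reports that RT-qPCR of the same samples bore out the ventral change of Lrp1b, which was not re-analysed here. The adjusted p of Lrp1b from edgeR's test was 0.0652 in Coc–Coc vs. Sal–Sal and 0.217 in Coc–Coc vs. Sal–Coc. The former call was made by DESeq2's default settings, limma-voom, the 36 technical replicates as samples, technical replicate a alone and, chosen after seeing the values, the DESeq 1-type test with the parametric trend. The latter was made by DESeq2 in both settings, the 36 technical replicates as samples and all 4 versions of the DESeq 1-type test. Of the 27 genes that the paper calls in Coc–Coc vs. Sal–Coc, 0 were past the threshold. All 27 were called by DESeq2's default settings, the 36 technical replicates as samples and the DESeq 1-type test with the parametric trend, 24 by DESeq2 with the larger dispersion, 20 by the DESeq 1-type test with the local trend, 5 without a filter on low counts, 3 by technical replicate a alone and 1 without Sal–Coc pool 3. Fig. 2 of the paper shows a few genes with opposite directions in the Sal–Coc and Coc–Coc vs. Sal–Sal comparisons, whereas all 1211 genes called in both had the same direction. All 584 symbols that Supplementary Table 3 lists for both comparisons also had the same direction. The figure thus differs from the paper's own list as well. The paper's text gives a smaller number of enriched pathways for Coc–Coc vs. Sal–Sal than the 7 that Supplementary Table 1 lists.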

Other observations

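The counts of other groupings for the results whose number was 0, the test of pool differences along the genes of the comparisons and the test of library size were chosen only after the result, or a principal component analysis bearing on it, was seen. Comparisons of 3 pools with 3 cannot give a share of splits under 0.05. Of the 4 splits of the 6 pools that part all same-numbered pairs, 1 (the real one) gave as many as 2572 DEGs for Sal–Coc vs. Sal–Sal, and the others gave 0, with between 292 and 1510 genes at an unadjusted p under 0.05. For Coc–Coc vs. Sal–Sal, 1 of the 4 (the real one) gave as many as 1702, and the others gave 0, with between 295 and 482 genes at an unadjusted p under 0.05. For Coc–Coc vs. Sal–Coc, where the number is 0, 4 of the 4 splits gave as many, which could not have come out otherwise. The real split had 1453 genes at an unadjusted p under 0.05 and the others between 164 and 897. The 6 other splits of each comparison part 1 same-numbered pair and keep the other pairs together, and they are not counted here. For the first and second comparison these gave 0 DEGs, with between 88 and 1980 and between 113 and 1539 genes at an unadjusted p under 0.05. For Coc–Coc vs. Sal–Coc, 1 of them gave 1 DEG and the others 0, with between 282 and 888 genes at an unadjusted p under 0.05. For genes called in all 3 comparisons, 36 of 36 regroupings of the 9 pools gave as many as 0, which likewise could not have come out otherwise. For genes called in both cocaine groups with the same direction, 1 of 108 combinations of regrouping and reference group, the real one, gave as many as 1211. The 3 other regroupings that keep the Sal–Sal pools together and exchange same-numbered pools between the cocaine groups gave 1083, 1015 and 908 with Sal–Sal as reference. The remaining 104 combinations gave 0, with between 10 and 668 genes at an unadjusted p under 0.05 in both comparisons and the same direction. This count therefore says little about how the cocaine-treated pools were divided into Sal–Coc and Coc–Coc.

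Both cocaine comparisons share the Sal–Sal pools, which by itself makes their fold changes alike. When each comparison used different Sal–Sal pools, the correlation of the log2 fold changes across genes fell from 0.812 to a mean of 0.566, with values from 0.324 to 0.738, so the shared pools account for only part of the likeness. Whether a difference between pools that is unrelated to cocaine accounts for another part was also tested. The deviations of single pools from their group mean correlated across genes with the fold changes of the comparison that leaves their group out, with a largest absolute correlation of 0.306 (Sal–Sal pool 3 against Coc–Coc vs. Sal–Coc). An absolute correlation of at least 0.3 was taken to speak for such a difference, values all under 0.1 to speak against it, and anything between to be undecided. The value of 0.306 is just above the upper limit, and it bears on neither of the comparisons vs. Sal–Sal. Against those, the Sal–Coc and Coc–Coc pools had absolute correlations between 0.078 and 0.293. None reached 0.3 and not all were under 0.1, so for these comparisons the test is undecided on whether such a difference adds to the likeness of these comparisons. The deviations of Sal–Sal pool 3 and Sal–Coc pool 1, which is part of Coc–Coc vs. Sal–Coc, had a correlation of 0.656. Genes are not independent replicates.

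Sal–Coc pool 1 and Sal–Sal pool 3 lay apart from their own groups and near each other on the second principal component (26.2% of the variance over 11653 genes), with scores of 24.8 and 20.3 against scores between -9.73 and -0.48 for the other pools. Their log2 CPM had a correlation of 0.984 across genes, against 0.980 and 0.978 of Sal–Coc pool 1 with its own group. Sal–Sal pool 3 had correlations of 0.983 and 0.981 with its own group, so it was about as close to Sal–Sal pool 1 as to Sal–Coc pool 1. The paper does not report this. Exchanging the labels of these pools gave 0 DEGs in Sal–Coc vs. Sal–Sal, with 425 genes at an unadjusted p under 0.05, against 2572 DEGs with the labels as given. Since 0 was also the number in every other split of these 6 pools, this speaks only against an exchange of these pools. Exchanging Sal–Sal pool 3 with a Coc–Coc pool gave 0 DEGs in Coc–Coc vs. Sal–Sal, against 1702 with the labels as given. Between 482 and 1539 genes then had an unadjusted p under 0.05. For Sal–Coc pool 1 the DEGs of Coc–Coc vs. Sal–Coc cannot tell, since they number 0 with the labels as given. Exchanging Sal–Coc pool 1 with a Coc–Coc pool gave between 371 and 897 genes at an unadjusted p under 0.05, against 1453. A mixed pool was not tested. Library size did not set both pools apart, since Sal–Coc pool 1 had 39480647 counts, in the middle of the 9 pools, although Sal–Sal pool 3 had the most (42449841). Their size factors were high (1.09 and 1.07), but Coc–Coc pool 2 had a higher one (1.10) and a score of -6.58 on the second component. The 10 genes with the most counts took 10.3% of the counts of Sal–Coc pool 1, the lowest share of the 9 pools, against 13.0% and 14.1% in its own group. In Sal–Sal pool 3 they took 14.7%, between the 13.2% and 17.9% of its own group. This measure thus set Sal–Coc pool 1 apart but is not shared by both pools. A different mix of cell types could not be tested because only 2.2% of the listed marker genes were joined to an identifier, and the pattern cannot be told apart from it. Leaving out Sal–Coc pool 1 gave 2340 DEGs in Sal–Coc vs. Sal–Sal and leaving out Sal–Sal pool 3 gave 2835.

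The 34 ribosomal protein genes that Supplementary Table 3 lists for Sal–Coc vs. Sal–Sal were all lower in Sal–Coc than in Sal–Sal, with a median log2 fold change of -0.48. Their median was -0.29 in Coc–Coc vs. Sal–Sal, where 34 of 34 were lower, 1 was past the threshold and 24 had an unadjusted p under 0.05, and 0.21 in Coc–Coc vs. Sal–Coc, where 34 of 34 were higher, 0 were past it and 4 had an unadjusted p under 0.05. The directions were the same with RLE size factors and upper-quartile normalization. The genes were selected by the paper's calls on these libraries, so their direction in Sal–Coc vs. Sal–Sal shows no stability. The other comparisons share the Sal–Sal or the Sal–Coc pools with it, so this selection also favours lower values in Coc–Coc vs. Sal–Sal and higher values in Coc–Coc vs. Sal–Coc, and the directions there show no stability either. No biological explanation was tested.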
